# Downregulation of miR-423-5p Contributes to the Radioresistance in Colorectal Cancer Cells

**DOI:** 10.3389/fonc.2020.582239

**Published:** 2021-01-11

**Authors:** Yuanyuan Shang, Lingfei Wang, Zhe Zhu, Wei Gao, Dan Li, Zhuqing Zhou, Lin Chen, Chuan-gang Fu

**Keywords:** rectal cancer, neoadjuvant radiotherapy, acquired radioresistance, miR-423-5p, apoptosis

## Abstract

Resistance to radiotherapy is the main reason causing treatment failure in locally advanced rectal cancer. MicroRNAs (miRNAs) have been well demonstrated to regulate cancer development and progression. However, how miRNAs regulate radiotherapy resistance in colorectal cancer remains unknown. Herein, we established two human colorectal cancer cell lines resistant to radiotherapy, named HCT116-R and RKO-R, using the strategy of fractionated irradiation. The radioresistant phenotypical changes of the two cell lines were validated by cell viability assay, colony formation assay and apoptosis assay. The miRNA expression profilings of HCT116-R and RKO-R were determined using RNA-seq analyses, and further confirmed by quantitative real-time PCR. Multiple miRNAs, including miR-423-5p, miR-7-5p, miR-522-3p, miR-3184-3p, and miR-3529-3p, were identified with altered expression in both of the radiotherapy-resistant cells, compared to the parental cells. The downregulation of miR-423-5p was further validated in the rectal cancer tissues from radiotherapy-resistant patients. Silencing of miR-423-5p in parental HCT116 and RKO cells decreased the sensitivity to radiation treatment, and inhibited the radiation-induced apoptosis. In consistence, overexpression of miR-423-5p in HCT116-R and RKO-R cells partially rescued their sensitivity to radiotherapy, and promoted the radiation-induced apoptosis. Bcl-xL (Bcl-2-like protein 1) was predicted to be a potential target gene for miR-423-5p, and miR-423-5p/Bcl-xL axis could be a critical mediator of radiosensitivity in colorectal cancer cells. The current finding not only revealed a novel role of miR-423-5p in regulating the radiosensitivity in colorectal cancer, but also suggested miR-423-5p as a molecular candidate for combination therapy with radiation to treat colorectal cancer.

## Introduction

Despite tremendous advances in cancer screening and adjuvant treatment, existing research has recognized approximately 135,430 new cases and 50,260 deaths with colorectal cancer (CRC) in the United States in 2017 (1, 2). The introduction of preoperative neoadjuvant radiotherapy, followed by total mesorectal excision (TME) for locally advanced, mid-low rectal cancer has contributed to the reduction in local recurrence rate and the increase in anus preserving possibility (3, 4). However, due to the limited radiotherapeutic efficiency often caused by the occurrence of resistance to radiation, merely estimated 20% of rectal cancer patients develop pathological complete regression before surgery, while the others present with partial remission or no response, which are more likely to result in poor prognosis (5–7). Therefore, there is increasing concern about identifying biological and functional molecular alterations during radiation therapy, in order to develop new therapeutic strategies and improve clinical efficiency.

MicroRNAs (miRNAs) are a class of highly conserved small non-coding RNAs, typically 19–25 nt in length, which function as negative regulators at the post transcriptional level by binding to the 3’ or 5’ untranslated region (3’ or 5’ UTR) of the target mRNAs, inducing mRNA degradation or translational silencing (8, 9). Accumulating evidence has revealed that the aberrant expression of miRNAs is intimately involved in multiple critical tumor biological processes, including carcinogenesis, tumor development, and prognosis of cancer (10–12). Therefore, the dysregulated expression of miRNAs has been studied and identified in various cancer types, and miRNA profiles exhibit an important application prospect for clinical use (13). Notably, the relationship between the dysregulation of miRNAs and the poor response of cancer cells to radiotherapy has been recently addressed by researchers. A previous study has found that lin28-let7 regulatory network plays a role in the radiosensitivity of human cancer cells by activating K-Ras (14). The expression of miR-9 and let-7g was reported to enhance the sensitivity of human lung cancer cells to ionizing radiation by inhibition of NFκB1 (15). MiR-181a expression confers radioresistance of cervical cancer by targeting PRKCD, a pro-apoptotic protein kinase (16). MicroRNA-17-5p enhances the radiosensitivity of glioma cells through suppression of beclin-1-mediated autophagy (17). miR-191 modulates radiation resistance of prostate cancer through interaction with Retinoid X receptor alpha, RXRA (18). However, it remains to be elucidated the altered miRNA expression patterns and also their role in inducing resistance to radiotherapy in colorectal cancer cells.

As the fast development of high throughput approaches, including microarray technology and RNA-Seq, combined with bioinformatics, miRNA expression signatures can be successfully determined, which can help elucidate the underlying molecule biomarkers and mechanisms of the poor response to preoperative neoadjuvant radiotherapy (19–21). In the present study, two acquired radioresistant CRC-derived cell lines were newly established, including HCT116-R and RKO-R. MiRNA sequencing experiments combined with bioinformatic analysis were used to analyze the role of specific miRNAs involved in the biological processes in terms of resistance to radiotherapy of CRC.

## Materials and Methods

### Establishment of Acquired Radioresistant Colorectal Cell Lines

Human CRC cell lines HCT116 and RKO were purchased from the American Type Culture Collection (ATCC), and were maintained in DMEM (high glucose), supplemented with 10% FBS and 1% antibiotics under 5% CO_2_ and a 95% air atmosphere at 37°C. Then, HCT116 and RKO cells were incubated in 25-cm^2^ culture flasks. When these cells reached 90% confluence, they were sub-cultured once. When the new flask reached 50% confluence again, these cells were irradiated with a 4 Gy dose. Then, these cells were repeatedly irradiated with 4 Gy until the total dose of irradiation reached 40 Gy. The acquired radioresistant cells were cultured for at least three weeks without irradiation before all assays. The selected radioresistant cell lines were named as HCT116-R and RKO-R.

### Irradiation

A 6-megavolt x-ray linear accelerator (Varian, EDGE, USA) was used to perform irradiation with different doses. The radiation conditions were as follows: treatment field of 40×40cm, source-skin distance of 100 cm, and radiation dose rate of 5 Gy/min.

### MiRNA Sequencing

HCT116, RKO, HCT116-R, and RKO-R cells were lysed using Trizol reagent for total RNA collection. Subsequently, miRNA sequencing was performed using the BGISEQ-500 platform in BGI (BGI, Shanghai, China) for the four samples, and each sample had one group. The differential expression of miRNA between irradiated and nonirradiated cells were identified using the edgeR package of the R software (version 3.6.2), and BCV=0.2 was used as the cut-off criteria. Subsequently, a heat map of DEMIs was generated, and quantitative real-time PCR (qRT-PCR) was performed to validate the expression level of the DEMIs. The GEO accession number for our miRNA sequencing data is GSE159528.

### Microarray Datasets in GEO Database

The microarray datasets from the human clinical biopsy specimens of rectal tumors were collected from the National Center for Biotechnology Information Gene Expression Omnibus database (GEO database). The tissue biopsy specimens were collected from patients before preoperative neoadjuvant chemoradiotherapy. Two microarray datasets, including GSE29298 (21) and GSE68204 (22), were collected and the relative expression level of miR-423-5p was analyzed in these microarray datasets. The receiver operating characteristic (ROC) curves were drawn using the pROC package of R software (version 3.6.2).

### Quantitative Real-Time Polymerase Chain Reaction

The total RNA was extracted by using Trizol reagent, according to manufacturer’s protocol (Invitrogen, San Diego, CA, USA). In order to detect the expression of microRNAs, microRNAs and U6 were reversely transcribed into cDNA using the PrimeScript™ RT reagent kit (TaKaRa). PCR amplification was performed using the SYBR Premix Ex Taq™ (TaKaRa) in the Real-Time PCR System (Roche, Meylan, France). The 2^−ΔΔCt^ method was used to calculate the relative miRNA expression, and U6 served as the internal control gene. 

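Table S1 gives the primer sequences for miR-3529-3p, miR-423-5p, miR-3184-3p, miR-7-5p, miR-522-3p and miR-122-5p. The sequences of these 6 miRNA primers were searched in the annotated hairpins of the human genome (GRCh38, GENCODE release 29). The genome build used by the authors is not stated in the paper's text, so all positions are those of this search. The MIR423 hairpin lies on the plus strand of chromosome 17 from 30117079 to 30117172, within the untranslated region (UTR) of an annotated exon of the protein-coding gene NSRP1, and the MIR3184 hairpin lies on the minus strand of the same region from 30117086 to 30117160. The sequence of MIR423 is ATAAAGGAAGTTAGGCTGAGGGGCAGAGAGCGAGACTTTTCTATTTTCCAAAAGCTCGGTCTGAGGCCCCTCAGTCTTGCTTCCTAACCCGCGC. The primer for miR-423-5p, TGAGGGGCAGAGAGCGAGACTTT, matched bases 17 to 39 of MIR423 in full, at 30117095 to 30117117. The primer for miR-3184-3p, AAAGTCTCGCTCTCTGC, matched bases 44 to 60 of MIR3184, at 30117101 to 30117117. Its reverse complement, GCAGAGAGCGAGACTTT, is contained in the miR-423-5p primer over all 17 bases.

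The miR-7-5p primer, CGGAAGACTAGTGATTTTGTTG, matched 21 of its 22 bases in each of 3 hairpins. MIR7-1 lies on the minus strand of chromosome 9 from 83969748 to 83969857, in the UTR of an exon of HNRNPK, and MIR7-3 lies on the plus strand of chromosome 19 from 4770670 to 4770779, in an intron of the non-coding gene MIR7-3HG. MIR7-2 lies on the plus strand of chromosome 15 from 88611825 to 88611934, where no other gene than MIR3529 is annotated. MIR3529 occupies the minus strand there, from 88611847 to 88611924. The primer for miR-3529-3p, CAAAATCACTAGTCTTCC, matched bases 51 to 68 of MIR3529, and its reverse complement, GGAAGACTAGTGATTTTG, is contained in the miR-7-5p primer over all 18 bases. The miR-122-5p primer, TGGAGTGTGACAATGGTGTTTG, matched all 22 bases at positions 15 to 36 of MIR122, which lies on chromosome 18 from 58451074 to 58451158 in an exon of the non-coding gene MIR122HG. MIR522 lies on the plus strand of chromosome 19 from 53751211 to 53751297, outside other annotated genes. Of the 19 bases of the miR-522-3p primer, GGGCTCTAGAGGGAAGCGC, 16 (CTCTAGAGGGAAGCGC) matched MIR522, at bases 16 to 31 of the 87 bases of the hairpin, before its midpoint at base 43. The same 16 bases were found in 6 annotated hairpins.

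**Figure D1:**
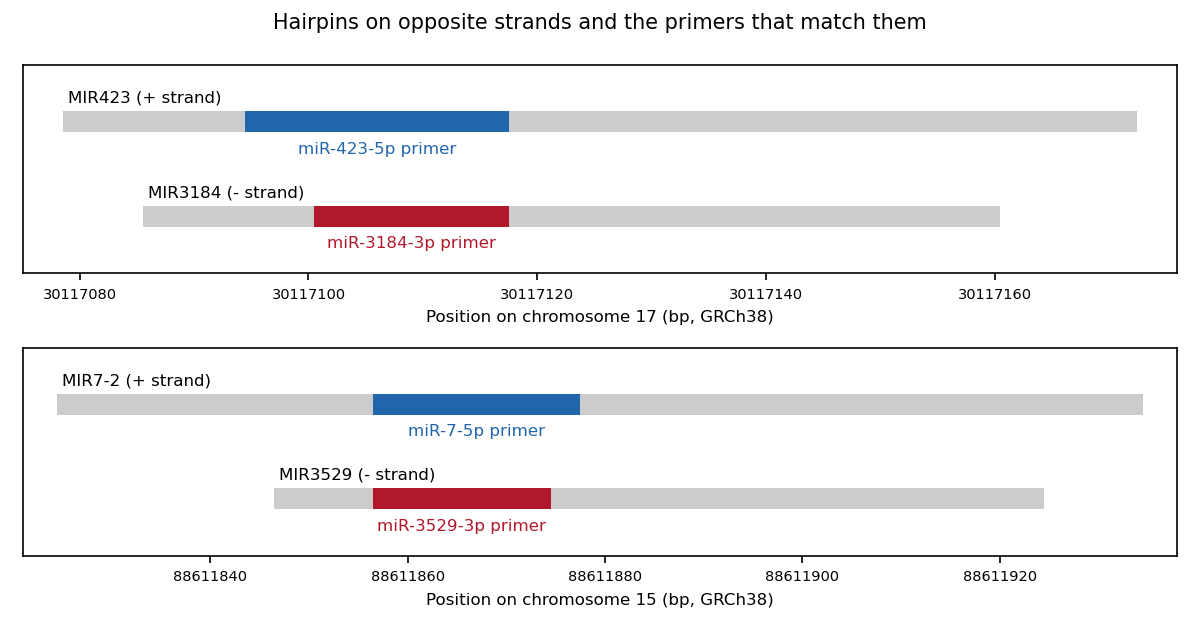
Positions of the MIR423 and MIR3184 hairpins on chromosome 17 and of the MIR7-2 and MIR3529 hairpins on chromosome 15, in base pairs of GRCh38. Grey bars are the hairpins, each on its own strand, and coloured segments are the bases matched by the primers, which overlap at both loci.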

The primer sequences are listed in **Supplementary Material: Table S1**.

### Transfection

Cells were plated in 6-well plates (3 × 10^5^ cells/well) and transfected with miR-423-5p mimic (RiboBio, miR-20004748-1-5, China) and mimic negative control (RiboBio, MIMAT0000295, China), or inhibitors (RiboBio, miR-10004748-1-5, China) and inhibitor negative control (RiboBio, MIMAT0000295, China) using Lipofectamine 2000 reagent (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA), according to manufacturer’s instructions. After transfection for 48 h, these cells were harvested for further experiments. Quantitative real-time PCR was used to determine the efficiency of transfection.

### Cell Viability Assay

The cell viability was evaluated by CCK-8 assay according to manufacturer’s protocol. These cells were seeded and incubated in 96-well plates. After 24 h of incubation, these cells were subjected to 2, 4, or 6 Gy irradiation. After 24, 48, and 72 h postirradiation, 10 μl of the CCK-8 solution (Cell Counting Kit-8; Cellor Lab, 02432300, China) was added, and cells were incubated for three h. The optical density value was determined using a microplate reader at 450 nm.

### Colony Formation Assay

Cells were seeded in triplicate in a 12-well plate. After 24 h of incubation, cells were exposed to 0, 2, 4, and 6 Gy (500 cells per well). After seven days of incubation, these cells were fixed and stained with crystal violet, and the colonies were counted. Plating efficiency (PE) = (number of colonies counted/number of cells plated) × 100%. Surviving fraction (SF) = (plating efficiency of treated/plating efficiency of untreated sample) × 100%. The survival curve was derived from a multi-target single-hit model: $SF=1-{\left(1-e^{-\frac{D}{D_{0}}}\right)}^{N}.$ SF_2_ is defined as the surviving fraction at 2 Gy. D_0_ is defined as the mean lethal dose. D_q_ represents the repair of non-lethal injury, and a higher D_q_ value means that a higher dose is required to cause the death of cells. SER, sensitization enhancement ratio. The SER was measured according to the multi-target single-hit model. SER is defined as the ratio of D_q_ in the control group to D_q_ in the experimental group. SER>1 indicates radiosensitization.

### Western Blot

The lysates extracted from the cells were prepared at 48 h after 4 Gy irradiation. These cells were lysed on ice in RIPA buffer with 1% PMSF (Beyotime, Shanghai, China). The protein concentration was determined by BCA protein assay (Beyotime, Shanghai, China). Next, 40 μg of cell lysates were resolved on 10% SDS-PAGE. Then, the protein was transferred onto the PVDF membrane (Millipore, Temecula, CA, USA), and the PVDF membrane was sealed by 5% dry milk in TBST. Then, the main antibodies against Bcl-xL, Bcl-2, Caspase 3 and GAPDH (1:1000; Santa Cruz biotechnology, Santa Cruz, CA, USA) were used to detect the membrane at 4°C for 12 h.

### Apoptosis Assay

Annexin-V-FITC/PI staining and flow cytometry were used to detect the apoptotic cells. These cells were subjected to 0 or 4 Gy irradiation after 24 h of incubation. After 48 h postirradiation, the cells were collected with trypsin, and mixed with the supernatant that contained non-adherent cells. Then, these cells were washed with PBS (Lonza). Cells were stained with annexin V-FITC and PI (BestBio, BB-4101, China). Then, these cells were analyzed by flow cytometry (BD Biosciences), and the apoptotic cells were detected and analyzed using the CellQuest software (BD Biosciences). For analyzing the results, only the early apoptosis rates of cells were counted.

### Luciferase Reporter Assay

The wild type (WT) Bcl-xL 3’UTR and mutated type (MT) Bcl-xL 3’UTR were amplified and cloned into pGL3-reporter luciferase vector (Genomeditech, Shanghai, China). 293T cells were seeded for 24 h in 12-well plates (1 × 10^5^ cells/well) in an antibiotic-free medium. After 24 h, WT(MUT) pGL3-reporter luciferase vector and miR-control or miR-423-5p mimics were co-transfected using Lipofectamine 2000 reagent (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) and cultured for 48 h. Then luciferase activities were measured using the Dual-Luciferase Reporter Assay System (Promega, Madison, WI, USA), according to the protocol provided by the manufacturer.

### Tumor Regression Grading

The pathological tumor response to neoadjuvant radiotherapy was determined by 5-grade tumor regression grading (TRG) after postoperative histological examinations. The radiotherapy response scores were assigned according to the TRG classification of Mandard (23). According to this criterion, we divided the patients into two groups: responders (TRG 1-2) and non-responders (TRG 3-5).

### Statistical Analysis

The data from two groups were analyzed by student’s t-test, while one-way analysis of variance was used to compare the quantitative data in case of more than two groups. The results were presented as mean ± standard deviation (± SD). All statistical analyses were carried out using the SPSS 24.0 version statistical package (SPSS, Chicago, IL, USA). The survival curves in the colony formation assays was drawn using the GraphPad Prism 7 software (San Diego, CA, USA), and the level of significance was P<0.05.

## Results

### Establishment and Validation of Radioresistant Colorectal Cancer Cell Lines

Two acquired radioresistant CRC-derived cell lines, HCT116-R and RKO-R, were established from human colorectal cancer cell lines (HCT116 and RKO). The radiosensitivity of the four colorectal cancer cell lines were determined by CCK-8 assay. Under normal growth conditions, HCT116-R cells grew faster than HCT116 cells (P < 0.01, **Figure 1A**). HCT116-R and RKO-R cells exhibited increased proliferation rates compared to their parental colorectal cancer cells HCT116 and RKO, when exposed to 2, 4, and 6 Gy for two incubation times (24 and 48 h) (**Figures 1A, B**). Furthermore, cell growth curves of the two acquired radioresistant cells increased according to relative cell viability by radiation treatment in a dose-dependent manner, when compared to their parental cells (P < 0.01, **Figures 1C, D**). The colony formation assay is regarded as a canonical standard to detect the radiosensitivity. In order to further validate the radioresistant phenotype of HCT116-R and RKO-R cell lines, we analyzed the survival fraction (SF) of the four colorectal cancer cell lines by colon formation assay according to the multi-target single-hit model. HCT116-R and RKO-R cells exhibited an obviously increased survival at 2, 4, and 6 Gy doses, when compared to their parental cells (**Figures 2A–D**). SF_2_ (survival fraction at 2 Gy), D_0_ values (the mean lethal dose), D_q_ (quasi-threshold dose) and N (extrapolation number) were analyzed to reflect the radiosensitivity of each cell line, according to multi-target single-hit model (**Table 1**). The SF_2_, D_0_, D_q_ and N values of the two acquired radioresistant CRC cells (SF_2_ = 0.73 ± 0.04 for HCT116-R, SF_2_ = 0.71 ± 0.01 for RKO-R) were higher than their parental cell lines (SF_2_ = 0.33 ± 0.02 for HCT116, SF_2_ = 0.39 ± 0.03 for RKO), indicating that HCT116-R and RKO-R were more resistant to radiation than their parental cells.

**Figure 1:**
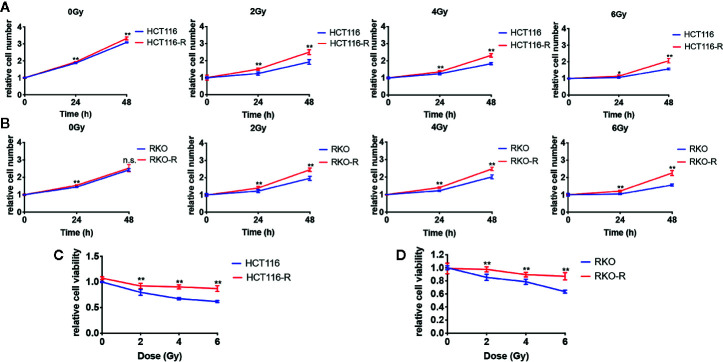
Validation of radioresistant colorectal cancer cell lines by CCK-8 assay. **(A)** HCT116-R cells grew faster than HCT116 cells under normal growth conditions. **(A, B)** When exposed to 2, 4, and 6 Gy, HCT116-R and RKO-R cells had increased proliferation rates, when compared to their parental colorectal cancer cells (HCT116 and RKO), according to the relative cell number for two incubation times (24 and 48 h). **(C, D)** In a dose-dependent manner, the cell growth curves of the two acquired radioresistant cells increased according to the relative cell viability, when compared to their parental cells at 48 h postirradiation. The results were shown as the mean ± SD for at least three independent experiments. *P < 0.05, **P < 0.01, n.s. means no significance.

**Figure 2:**
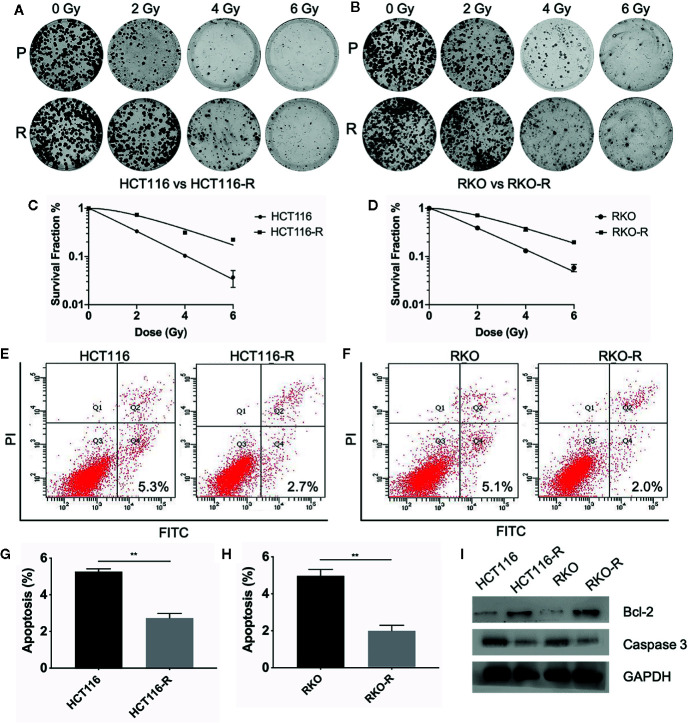
Validation of radioresistant colorectal cancer cell lines by colony formation assay and apoptosis assay. **(A, B)** The colony formation ability of the four colorectal cancer cell lines were detected at different irradiation doses (0, 2, 4, and 6 Gy). **(C, D)** The survival fraction of HCT116-R and RKO-R, when compared to their parental cells, were obtained from the results of the colony formation assay. **(E–H)** The apoptotic changes in the four colorectal cancer cell lines were detected at 48 h after 4 Gy irradiation. **(I)** Western blot was performed to detect the expression of pre-apoptosis protein Caspase-3 and anti-apoptotic protein Bcl-2 in the four colorectal cancer cell lines. P, parental cells. R, radioresistant cells. The results were shown as the mean ± SD for at least three independent experiments. **P < 0.01.

**Table 1:** Radiobiological parameters in the acquired radioresistant and parental colorectal cancer cells.

Parameters	HCT116	HCT116-R	RKO	RKO-R
SF_2_	0.33	0.73	0.39	0.71
D_0_	1.64	2.43	1.9	2.62
D_q_	0.23	1.85	0.27	1.78
N	1.15	2.14	1.15	1.97

SF_2_, surviving fraction at 2 Gy; D_0_, mean lethal dose; D_q_, quasi-threshold dose; N, extrapolation number.

In order to estimate the effect of radiotherapy on apoptosis in HCT116, RKO, HCT116-R and RKO-R cells, the apoptosis assay was performed by Annexin V-FITC and Propidium Iodide staining and flow cytometry at 48 h after the cells exposed to different doses of irradiation (0 or 4 Gy). There was no significant difference observed in the percentage of apoptosis between the radioresistant and parental cells without irradiation (P>0.05, **Supplementary Figures S1A–D**). While after irradiation of 4 Gy, a significant decrease in the percentage of apoptosis was observed in HCT116-R cells (2.73% ± 0.25%) compared to HCT116 cells (5.27% ± 0.15%), and also in RKO-R cells (2.0% ± 0.3%) compared to RKO (4.97% ± 0.35%) (P<0.01, **Figures 2E–H**). Apoptosis-related molecules Bcl-2 and Caspase-3 were measured by western blot analysis. The cells were collected at 48 h after different doses of irradiation (0 Gy and 4 Gy). As shown in **Figure 2I**, the expression of pro-apoptotic protein Caspase-3 decreased, and the expression of anti-apoptotic protein Bcl-2 increased in radioresistant cells HCT116-R and RKO-R after 4 Gy of irradiation. However, the expression of caspase 3 and Bcl-2 exhibited no significant difference between radioresistant and parental CRC cells without irradiation (**Supplementary Figure S1E**). Taken together, these results indicated that radiation-induced apoptosis significantly decreased in radioresistant cells, which may account for the enhanced radioresistance.

### MiRNA Expression Signature in the Radioresistant Colorectal Cancer Cells

In order to analyze differentially expressed miRNAs (DEMIs), RNA-seqs were conducted on the parental and acquired radioresistant colorectal cancer cell lines (HCT116, RKO, HCT116-R, and RKO-R). 

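HCT116 and RKO are human colorectal cancer cell lines, and HCT116-R and RKO-R are the radioresistant lines derived from them by repeated irradiation with 4 Gy up to a total of 40 Gy, followed by at least 3 weeks without irradiation. Small RNA of the 4 lines was sequenced on the BGISEQ-500 platform with 1 library per line. For each library, the authors deposited the number of reads counted on each mature miRNA, without normalization, listing the miRNAs with at least 1 count. The counts summed to 6823240 in HCT116, 6818497 in HCT116-R, 7140460 in RKO and 6913146 in RKO-R. In the same order, 1105, 1198, 1006 and 992 miRNAs were listed, of which 559, 606, 505 and 470 had at least 10 counts. The 10 most abundant miRNAs held between 58.9% of the counts in HCT116 and 63.7% in RKO-R. The most abundant miRNA was miR-21-5p in HCT116 (12.0%), miR-222-3p in HCT116-R (14.7%) and let-7i-5p in RKO (15.7%) and RKO-R (17.5%). The smallest share these depths can show, taken as 3 counts of the total, lay between 0.420 CPM (counts scaled by the library total) in RKO and 0.440 CPM in HCT116-R.

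The libraries were made with unique molecular identifiers, and the paper's text does not state whether reads sharing an identifier were collapsed. Confidence intervals and floors therefore cover counting error only. The aligner, the miRNA annotation and the use of strand in counting are not named either, so miRNAs encoded on opposite strands of a locus are uncertain when taken singly. Among the miRNAs with at least 10 counts in at least 1 library, 8 formed 4 groups with identical counts in every library. More groups of this kind occur at lower counts, and each miRNA was kept under its own name. The methods name the edgeR package and a biological coefficient of variation (BCV) of 0.2, and not which of its tests was used. Here each radioresistant library was compared with its parental library by the exact test of edgeR with the BCV fixed at that value. Library sizes were scaled by TMM within each pair, with factors of 0.992 for HCT116, 1.01 for HCT116-R, 1.09 for RKO and 0.921 for RKO-R. The statistics section sets the level of significance at 0.05 without saying whether p-values were adjusted, and the text names no filter on low counts and no fold change limit. Here a miRNA was called as a DEMI at a Benjamini-Hochberg adjusted p under 0.05 among all miRNAs with at least 1 count in the pair. With 1 library per line, no difference has a replicate check. The tests compare the libraries, not the conditions, and their p-values and standard errors (SE) rest on the assumed BCV.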

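At least 1 count in at least 1 of the 4 libraries was found for 1474 miRNAs. Of these, 720 were listed in all 4 libraries and 713 reached 10 counts in at least 1 library. Expression was compared as log2(CPM + 1). Across the 1474 miRNAs, which are not independent replicates, Pearson's r was 0.970 between HCT116 and HCT116-R and 0.971 between RKO and RKO-R. Between a library of HCT116 or HCT116-R and a library of RKO or RKO-R, r was lower and ranged from 0.896 to 0.912. The ranks gave the largest change, with Spearman's rho of 0.872 and 0.854 within the lines and from 0.652 to 0.719 between them. Hierarchical clustering of the values scaled per miRNA (Euclidean distance, complete linkage) joined RKO with RKO-R at a distance of 46.0 and HCT116 with HCT116-R at 47.3, and joined both pairs at 59.6. The libraries were thus grouped by cell line and not by radioresistance.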

The heat map from hierarchical clustering of 1,559 miRNA expression profilings is shown in **Figure 3A**. Compared with HCT116, a total of 59 DEMIs were determined, including 35 upregulated and 24 downregulated DEMIs in HCT116-R. Meanwhile, compared with RKO, a total of 80 DEMIs were identified, including 33 upregulated and 47 downregulated DEMIs in RKO-R (**Figure 3B**). 

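Among the 1322 miRNAs with at least 1 count in HCT116 or HCT116-R, 53 were DEMIs, of which 31 were upregulated and 22 were downregulated in HCT116-R. Among the 1155 miRNAs of the RKO pair, 64 were DEMIs, including 29 upregulated and 35 downregulated in RKO-R. Restricted to miRNAs with at least 1 CPM in at least 1 library of the pair, the same test called 59 and 80, the paper's numbers. The numbers also moved with the assumed BCV and with the adjustment of p. At a BCV of 0.1, 154 and 148 DEMIs were called, and at the BCV of 0.481 estimated from the 4 libraries, in which opposite changes of the lines count as spread, 14 and 5 were called. With an unadjusted p, 149 and 148 were called. In HCT116-R, the largest rises among the DEMIs with at least 100 counts in 1 of the libraries were those of miR-490-5p, miR-3529-3p and miR-3184-3p, and the largest falls were those of miR-423-5p, miR-7-5p and miR-374b-5p. In RKO-R, the largest rises were those of miR-3529-3p, miR-3184-3p and miR-12136, and the largest falls were those of miR-7-5p, miR-423-5p and miR-103b.

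MiR-490-5p had no count in HCT116 and 272 counts in HCT116-R, which was at least 89.4-fold higher (adjusted p = 2.9e-21 from the edgeR exact test), and it had no count in RKO or RKO-R. MiR-374b-5p decreased from 1118 counts in HCT116 to 18 in HCT116-R, a log2 fold change of -5.97 (SE 0.53, adjusted p = 3.4e-24 from the edgeR exact test), while it stayed at 1431 and 1202 counts in RKO and RKO-R (log2 fold change 0.03, adjusted p = 1). MiR-374c-3p, encoded on the opposite strand, had 661 counts in HCT116 and 1394 in HCT116-R. MiR-12136 increased from 81 counts in RKO to 1200 in RKO-R, a log2 fold change of 4.17 (SE 0.44, adjusted p = 2.2e-15 from the edgeR exact test). It had 719 counts in HCT116 and 1064 in HCT116-R, which was not a significant difference (adjusted p = 0.85). MiR-103b decreased from 6939 counts in RKO to 695 in RKO-R, a log2 fold change of -3.04 (SE 0.41, adjusted p = 1.1e-09 from the edgeR exact test). MiR-103a-3p, on the opposite strand, increased from 1001 to 7928 counts between the same libraries, so miR-103b and miR-374b-5p are uncertain taken singly. MiR-374c-3p and miR-103a-3p were chosen after their values were seen.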

Six DEMIs were identified when taking the intersection of DEMIs in the two pairs of cell lines (**Figures 3C, D**), including three upregulated miRNAs (miRNA-3184-3p, miRNA-3529-3p and miRNA-522-3p) and three downregulated miRNAs (miRNA-7-5p, miRNA-423-5p and miRNA-122-5p). 

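Taking the intersection of the DEMIs of the HCT116 pair and the RKO pair within each direction gave 5 shared DEMIs. The upregulated ones were miR-3184-3p and miR-3529-3p, and the downregulated ones were miR-423-5p, miR-7-5p and miR-122-5p. MiR-522-3p was called in HCT116-R, and its adjusted p in RKO-R was 0.0534 (edgeR exact test), above the threshold. With the test restricted to miRNAs with at least 1 CPM in at least 1 library of the pair, that p-value was 0.0250 and 6 DEMIs were shared. MiR-423-5p and miR-3184-3p are encoded on opposite strands of one locus. MiR-3529-3p is encoded opposite MIR7-2, while miR-7-5p can also come from MIR7-1 and MIR7-3 on other chromosomes. With the counts of each of these antisense pairs summed, 1 shared DEMI was left, miR-122-5p. A further 11 miRNAs were called in both pairs in opposite directions. Between the 1003 miRNAs tested in both pairs, 10000 random lists with as many calls gave a median of 2 miRNAs shared in the same direction and from 0 to 9 in all, and the 5 observed stood at percentile 93. The same lists gave a median of 2 miRNAs in opposite directions and at most 10. The lists treat miRNAs as independent. However, the 11 include miR-199a-3p and miR-199b-3p, which had identical counts, and the 5 include both antisense pairs. Neither observed number is therefore one of independent miRNAs, and both comparisons overstate the evidence. These figures describe the 4 libraries only. By intersecting the lists of both pairs (Figures 3C, D), the paper identifies the miRNAs altered alike in both radioresistant lines.

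**Figure D2:**
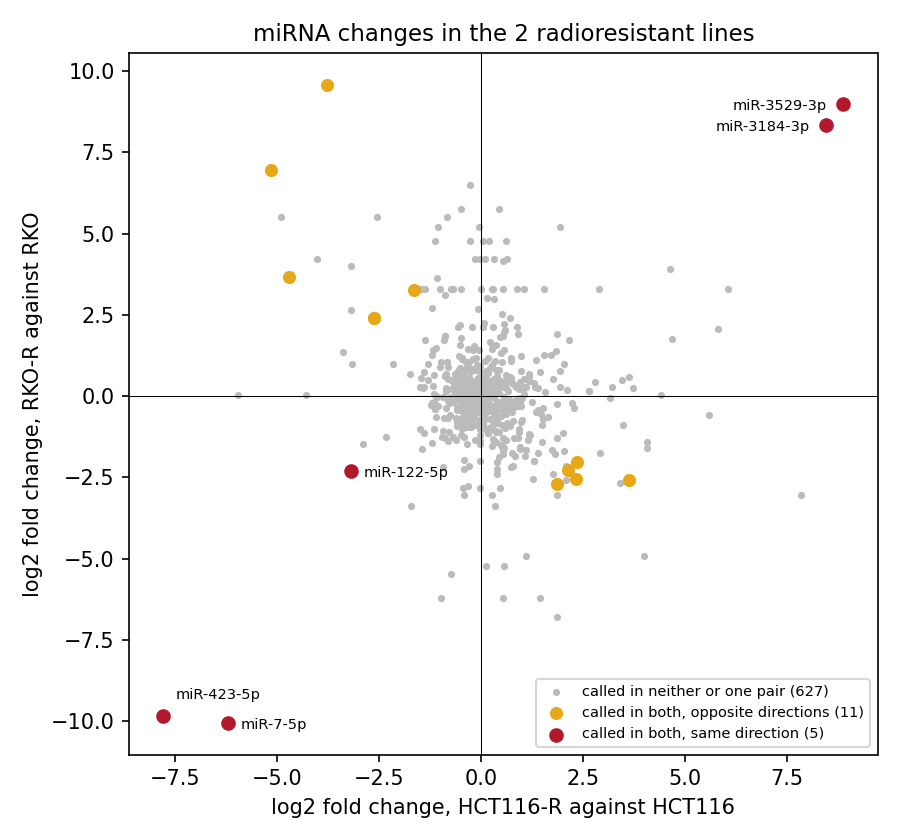
Log2 fold change of each miRNA in HCT116-R against HCT116 (horizontal axis) and in RKO-R against RKO (vertical axis), as estimated by edgeR, for the 643 miRNAs with at least 10 counts in at least 1 library and tested in both pairs. Red points are the 5 DEMIs shared in the same direction, orange points the 11 called in opposite directions and grey points the other 627. Points of miRNAs without counts in a library rest on the small count edgeR adds.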

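The level of each miRNA is given in CPM with its 95% Wilson confidence interval. MiR-7-5p decreased from 25196 CPM (25079 to 25314) in HCT116 to 349 (335 to 364) in HCT116-R, and from 51401 (51240 to 51564) in RKO to 41.1 (36.6 to 46.1) in RKO-R. The log2 fold changes were -6.19 (SE 0.41, adjusted p = 5.3e-31) and -10.05 (SE 0.42, adjusted p = 9.0e-59) in the edgeR exact test. MiR-3529-3p, encoded on the strand opposite MIR7-2, changed in the opposite direction. It increased from 159 CPM (150 to 169) to 76899 (76700 to 77100) in the HCT116 pair and from 115.8 (108 to 124) to 50086 (49924 to 50249) in the RKO pair, with log2 fold changes of 8.89 (SE 0.41, adjusted p = 1.8e-50) and 8.99 (SE 0.41, adjusted p = 2.1e-51). Summed, miR-7-5p and miR-3529-3p held 173007 counts in HCT116, 526720 in HCT116-R, 367857 in RKO and 346535 in RKO-R. MiR-3184-3p increased from 5.57 CPM (4.06 to 7.64) to 2012 (1978 to 2045) in the HCT116 pair and from 7.00 (5.31 to 9.23) to 1929 (1897 to 1962) in the RKO pair. Its log2 fold changes were 8.47 (SE 0.47, adjusted p = 1.2e-44) and 8.34 (SE 0.46, adjusted p = 1.9e-44).

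MiR-122-5p had 560 counts in HCT116, 62 in HCT116-R, 109 in RKO and 18 in RKO-R. These were 82.1 CPM (75.6 to 89.2), 9.09 (7.09 to 11.7), 15.3 (12.7 to 18.4) and 2.60 (1.65 to 4.12). Its log2 fold changes were -3.19 (SE 0.45, adjusted p = 1.7e-09) and -2.31 (SE 0.55, adjusted p = 0.00109). MiR-522-3p was the least abundant of the 6 miRNAs in HCT116, HCT116-R and RKO, with 1 count in HCT116, 29 in HCT116-R, 17 in RKO and 47 in RKO-R. In HCT116-R its level of 4.25 CPM (2.96 to 6.11) was at least 9.53-fold higher than in HCT116 (adjusted p = 0.000302), where the count was below the floor of 3. In RKO-R it was 6.799 CPM (5.11 to 9.04) against 2.38 (1.49 to 3.81) in RKO, a log2 fold change of 1.74 (SE 0.58).

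**Figure D3:**
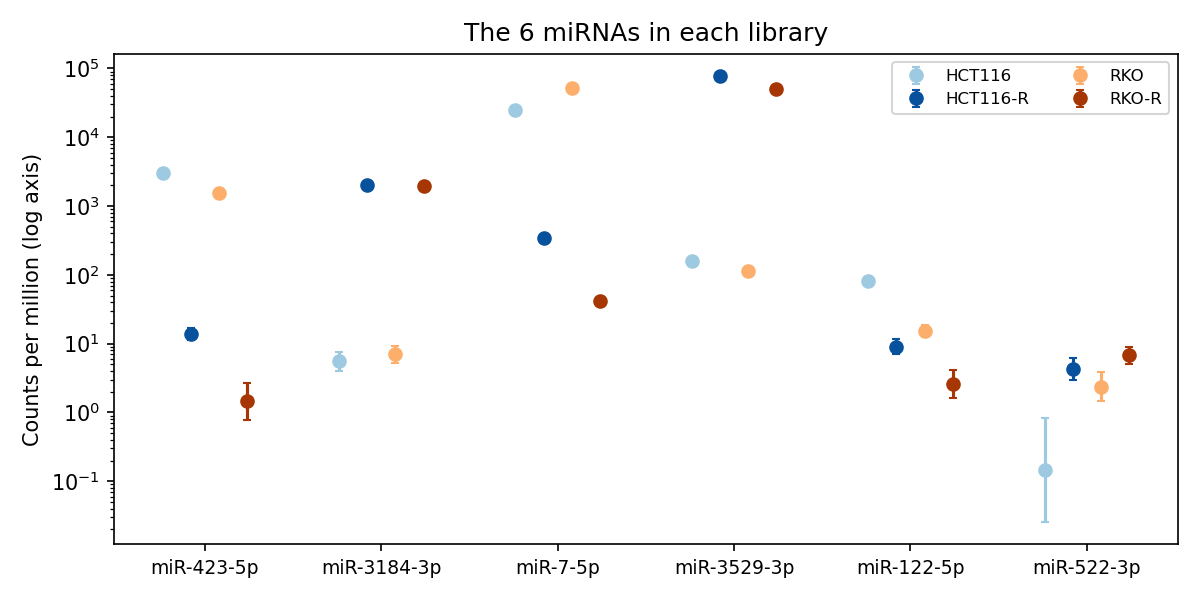
Level of the 6 miRNAs in HCT116, HCT116-R, RKO and RKO-R, in CPM on a logarithmic axis. Each point is 1 library and the bars are 95% Wilson confidence intervals, which cover counting error only. The points of miR-423-5p and miR-3184-3p, and those of miR-7-5p and miR-3529-3p, trade places between the parental and the radioresistant lines.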

The heatmap of the expression of the six miRNAs is shown in **Figure 3E**.

**Figure 3:**
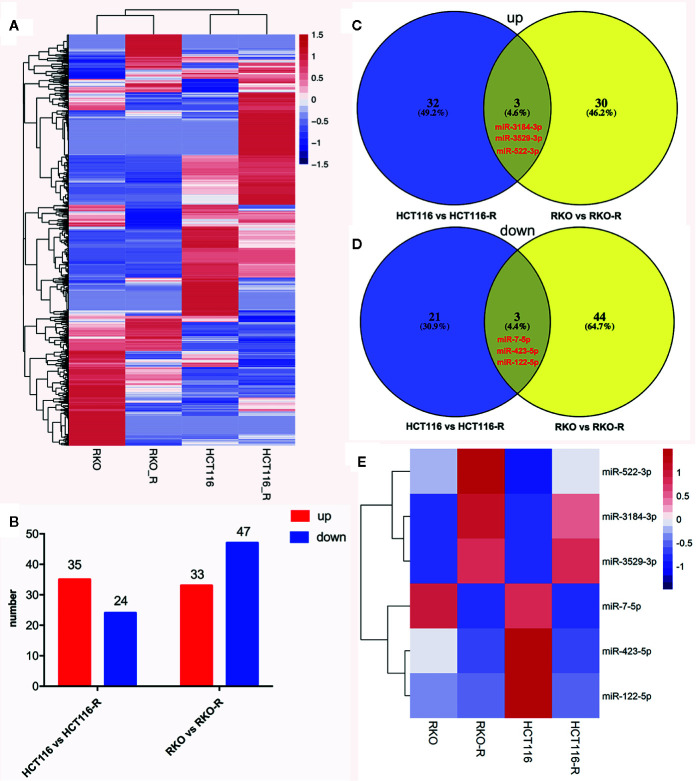
miRNA expression signature in the radioresistant colorectal cancer cells as compared to parental cells. **(A)** The heatmap from the hierarchical clustering of 1,559 miRNAs expression patterns in the four colorectal cancer cell lines was shown. **(B)** The number of differentially expressed miRNAs (DEMIs) between HCT116 compared to HCT116-R, and RKO compared to RKO-R, were analyzed. **(C, D)** The Venn diagrams display the six DEMIs by taking the intersection of the DEMIs between acquired radioresistant and parental colorectal cancer cells, including three upregulated miRNAs (miRNA-3184-3p, miRNA-3529-3p and miRNA-522-3p) and three downregulated miRNAs (miRNA-7-5p, miRNA-423-5p and miRNA-122-5p) in radioresistant cells. **(E)** The heatmap displays the expression patterns of the six DEMIs.

### Downregulation of miR-423-5p in the Radioresistant Colorectal Cancer Cells and Rectal Cancer Tissues From Radiotherapy-Resistant Patients

The results of qRT-PCR verified that five of the six miRNA expression patterns were consistent with the miRNA sequencing analysis. The expression level of miR-423-5p and miR-7-5p specifically decreased in the acquired radioresistant colorectal cancer cells, while miRNA-522-3p, miRNA-3184-3p, and miRNA-3529-3p expression specifically increased. In this study, we selected miR-423-5p as the candidate miRNA, as among the five miRNAs, miR-423-5p expression exhibited the most downregulated in radioresistant cells compared to their parental counterparts verified by qRT-PCR (**Figures 4A, B**), which was approximately 3-fold and 2.7-fold decrease in HCT116-R and RKO-R, respectively (P<0.01).

**Figure 4:**
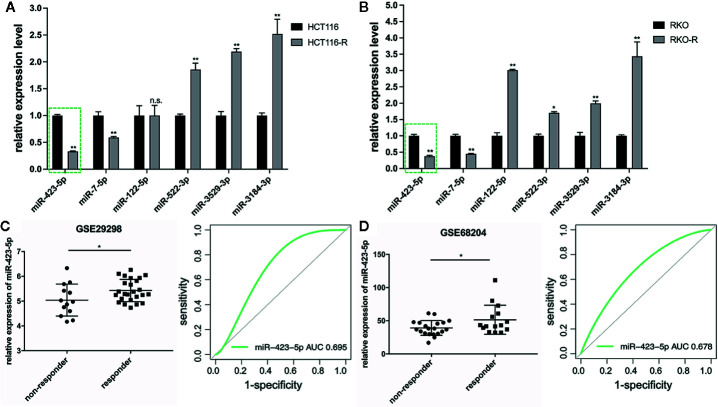
Downregulation of miR-423-5p in the radioresistant colorectal cancer cells and rectal cancer tissues from radiotherapy-resistant patients. **(A, B)** Quantitative RT-PCR was carried out to validate the expression level of the six DEMIs in the four colorectal cancer cell lines. **(C, D)** The expression of miR-423-5p was lower in non-responders (TRG 3-5) than responders (TRG 1-2) with rectal cancer (GSE29298 and GSE68204) (left panel). The receiver operating characteristic (ROC) analysis showed the sensitivity and specificity of miR-423-5p expression to discriminate responders with non-responders (right panel). The results were shown as the mean ± SD. The independent experiments were performed for at least three times. *P < 0.05, **P < 0.01, n.s. means no significance.

In order to further validate miRNA sequencing results, the microarray data of two different independent cohorts from the GEO database (GSE29298 and GSE68204) was analyzed. The radiotherapy response scores were assigned according to TRG 1-5 (23). Patients were divided into two groups: responders (TRG 1-2) and non-responders (TRG 3-5). Because of the limited types of miRNAs in the two miRNA microarrays, only miR-423-5p expression level was available to be compared from responders to non-responders, which revealed that non-responders with TRG 3-5 had a significantly lower miR-423-5p expression level than responders with TRG 1-2 (P<0.05, left panel of **Figures 4C, D**). The ROC analysis was generated to indicate the potential value of miR-423-5p as a predictive candidate of response to neoadjuvant chemo-radiotherapy. In GSE29298, the AUC value for miR-423-5p was 0.695 (95% CI, 0.483–0.863) (right panel of **Figure 4C**). In GSE68204, the AUC value was 0.678 (95% CI, 0.487–0.829) (right panel of **Figure 4D**). The results lend a degree of credibility for the predictive power of miR-423-5p to distinguish patients from responders to non-responders.

### Knockdown of miR-423-5p in Colorectal Cancer Cells Decreased Their Sensitivity to Radiation

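In the libraries, miR-423-5p had 20749 counts in HCT116 and 95 in HCT116-R, which were 3041 CPM (95% Wilson confidence interval 3000 to 3083) and 13.9 CPM (11.4 to 17.0). The log2 fold change was -7.79 (SE 0.43, adjusted p = 2.2e-41 from the edgeR exact test). It had 11237 counts in RKO and 10 in RKO-R, which were 1574 CPM (1545 to 1603) and 1.45 CPM (0.786 to 2.66), with a log2 fold change of -9.83 (SE 0.61, adjusted p = 7.6e-50 from the same test). The intervals of the parental and radioresistant libraries did not overlap in either pair. There was no replicate of any library.

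Counted together with its antisense miRNA, miR-3184-3p, which is encoded on the opposite strand of the same bases, the total was 20787 counts in HCT116, 13811 in HCT116-R, 11287 in RKO and 13345 in RKO-R. The log2 fold change of this sum was -0.59 in the HCT116 pair (adjusted p = 0.75) and 0.52 in the RKO pair (adjusted p = 0.80), neither of which was called. The share of the sum counted as miR-3184-3p was 0.183% in HCT116 and 99.3% in HCT116-R, and 0.443% in RKO and 99.9% in RKO-R. MiR-423-3p, the other arm of the MIR423 hairpin, was examined after its values had been seen. It had 110657 and 95110 counts in HCT116 and HCT116-R, and 103367 and 80389 in RKO and RKO-R, and was called in neither pair (adjusted p = 1 in both).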

The results of miRNA sequencing illustrated that miR-423-5p was down-regulated in radioresistant cells, HCT116-R and RKO-R, as compared to parental HCT116 and RKO cells. In order to determine whether miR-423-5p participated in the regulation of the sensitivity to radiation, HCT116 and RKO cells were transfected with miR-423-5p inhibitor or inhibitor control. The expression level of miR-423-5p was determined by qRT-PCR (**Figure 5A**). After transfection, the miR-423-5p expression level was reduced by 4.3-fold and 3.5-fold in HCT116 and RKO cells. The cell viability of HCT116 and RKO cells was determined by CCK-8 assay (**Figure 5B**). The results revealed that the proliferation rates of HCT116 and RKO cells were significantly increased by miR-423-5p knockdown at 4 Gy radiation for two incubation times (24 and 48 h). In addition, we identified the effect of miR-423-5p on colony formation (**Figures 5C, D**). HCT116 and RKO cells with knockdown of miR-423-5p had a significantly increased survival when exposed to various doses of radiation, as compared to the control cells (**Figures 5E, F**). The SF_2_, D_0_, D_q_, N and SER values were calculated according to the multi-target single-hit model, as shown in **Table 2**. The values of SF_2_, D_0_, D_q_ and N increased after knockdown of miR-423-5p, indicating the decreased radiosensitivity of HCT116 and RKO cells (SF_2_ changed from 0.34 ± 0.01 to 0.59 ± 0.02 and SER = 0.25 for HCT116 cells, SF_2_ changed from 0.38 ± 0.01 to 0.56 ± 0.02 and SER = 0.29 for RKO cells). These results showed that after knockdown of miR-423-5p, HCT116 and RKO cells exhibited more resistant to radiation than their counterparts.

**Figure 5:**
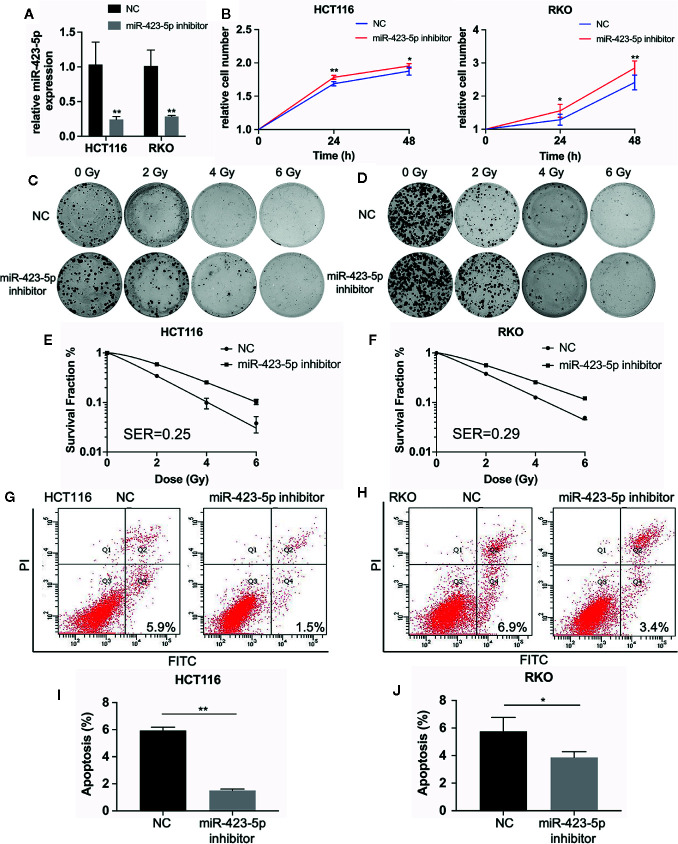
Knockdown of miR-423-5p in HCT116 and RKO cells decreased their sensitivity to radiation. **(A)** MiR-423-5p inhibitor or inhibitor control were successfully transfected in HCT116 and RKO cells. **(B)** The cell proliferation rates were determined according to relative cell number in HCT116 and RKO cells after knockdown of miR-423-5p for two incubation times (24 and 48 h), after exposed to 4 Gy irradiation. **(C, D)** The representative images of colony formation in HCT116 and RKO cells treated with 0, 2, 4, and 6 Gy irradiation. **(E, F)** The survival fraction of HCT116 and RKO cells treated with radiation (SER = 0.25 for HCT116 cells, SER = 0.29 for RKO cells). **(G, H)** The representative images of apoptosis in HCT116 and RKO when knockdown of miR-423-5p at 48 h after 4 Gy irradiation. **(I, J)** The radiation-induced apoptosis was significantly decreased after knockdown of miR-423-5p in HCT116 and RKO cells. SER, sensitization enhancement ratio. The results were shown as the mean ± SD for at least three independent experiments. *P < 0.05, **P < 0.01.

**Table 2:** Radiobiological parameters after knockdown and overexpressing of miR-423-5p.

Parameters	HCT116		RKO		HCT116-R		RKO-R	
	NC	miR-423-5p inhibitor	NC	miR-423-5p inhibitor	NC	miR-423-5p mimic	NC	miR-423-5p mimic
SF_2_	0.34	0.59	0.38	0.56	0.73	0.5	0.73	0.58
D_0_	1.63	2.1	1.83	2.38	2.68	2.14	2.51	2.1
D_q_	0.32	1.26	0.28	0.95	1.77	0.72	2	1.26
N	1.21	1.82	1.17	1.49	1.93	1.4	2.22	1.82
SER		0.25		0.29		2.46		1.59

SF_2_, surviving fraction at 2 Gy; D_0_, mean lethal dose; D_q_, quasi-threshold dose; N, extrapolation number; SER, sensitization enhancement ratio. SER=D_q_ in the control group/D_q_ in the experimental group. SER>1 indicates radiosensitization.

In order to evaluate the role of miR-423-5p in radiotherapy-induced apoptosis in colorectal cancer cells, we assessed the apoptosis rates at 48 h after 4 Gy irradiation. The results revealed that after knockdown of miR-423-5p, the apoptotic rates reduced from 5.93% ± 0.25% to 1.50% ± 0.10% in HCT116 cells (**Figures 5G, I**), and from 6.17% ± 0.75% to 3.67% ± 0.46% in RKO cells (**Figures 5H, J**). These results illustrated that knockdown of miR-423-5p promoted radioresistance by attenuating the radiation-induced apoptosis in HCT116 and RKO cells.

### Overexpression of miR-423-5p in Radioresistant Colorectal Cancer Cells Rescued Their Radiation Sensitivity

In order to further determine whether miR-423-5p modulated radiation response of radioresistant cells, HCT116-R and RKO-R cells were transfected with miR-423-5p mimic or mimic control. After transfection, qRT-PCR confirmed that miR-423-5p expression level was increased by 27.1-fold and 29.9-fold in HCT116-R and RKO-R cells (**Figure 6A**). The proliferation rates of HCT116-R and RKO-R cell lines were determined by CCK-8 assay (**Figure 6B**). The results revealed that the proliferation rates of HCT116-R and RKO-R cells were significantly reduced by miR-423-5p overexpression for two incubation times (24 and 48 h). In addition, we identified the effect of miR-423-5p on colony formation. HCT116-R and RKO-R cells with overexpression of miR-423-5p had an obviously decreased colony survival fraction following various kinds of single-dose irradiation, as compared to control cells (**Figures 6C–F**). The SF_2_, D_0_, D_q_, N and SER values are shown in **Table 2**. The values of SF_2_, D_0_, D_q_ and N decreased after overexpressing miR-423-5p, indicating the increased radiosensitivity of HCT116-R and RKO-R cells (SF_2_ changed from 0.73 ± 0.03 to 0.50 ± 0.02 and SER = 2.46 for HCT116-R cells, SF_2_ changed from 0.73 ± 0.02 to 0.58 ± 0.14 and SER = 1.59 for RKO-R cells). These results showed that overexpression of miR-423-5p partially rescued their radiosensitivity in HCT116-R and RKO-R cells.

**Figure 6:**
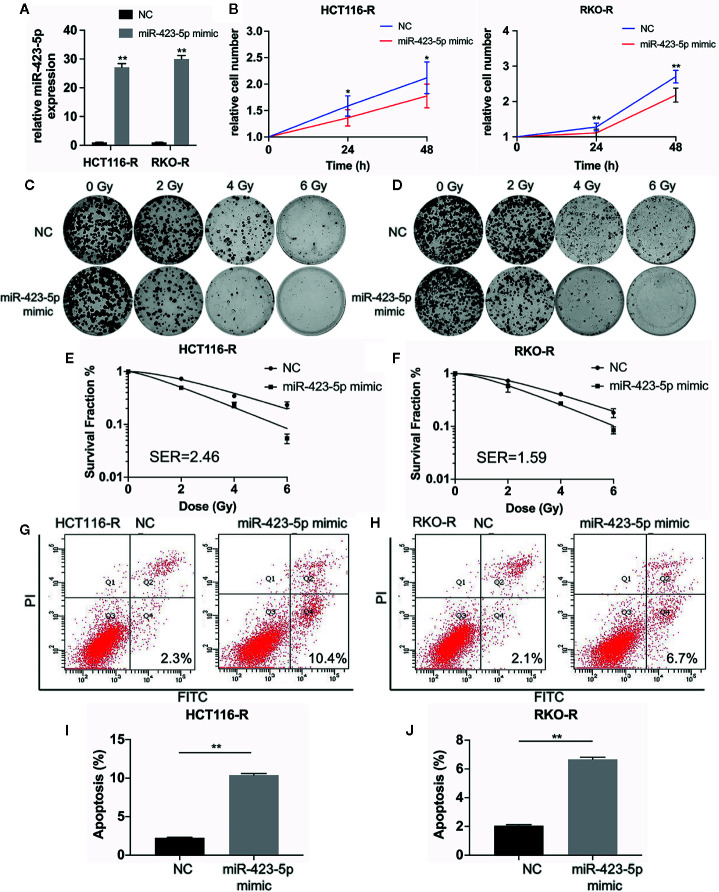
Overexpression of miR-423-5p in HCT116-R and RKO-R cells rescued their radiation sensitivity. **(A)** MiR-423-5p mimic or mimic control were successfully transfected in HCT116-R and RKO-R cells. **(B)** The cell proliferation rates were determined according to relative cell number in HCT116-R and RKO-R cells after overexpressing miR-423-5p for two incubation times (24 and 48 h), after exposed to 4 Gy irradiation. **(C, D)** The representative images of colony formation in HCT116-R and RKO-R cells treated with 0, 2, 4, and 6 Gy irradiation. **(E, F)** The survival fraction of HCT116-R and RKO-R cells treated with radiation (SER 2.46 for HCT116-R cells, SER = 1.59 for RKO-R cells). **(G, H)** The representative images of apoptosis in HCT116-R and RKO-R when overexpressing miR-423-5p at 48 h after 4 Gy irradiation. **(I, J)** The radiation-induced apoptosis significantly increased after overexpressing miR-423-5p in HCT116-R and RKO-R cells. SER, sensitization enhancement ratio. The results were shown as the mean ± SD for at least three independent experiments. *P<0.05, **P < 0.01.

In order to evaluate the role of miR-423-5p in radiotherapy-induced apoptosis in radioresistant colorectal cancer cells, we assessed the apoptosis rates at 48 h after 4 Gy irradiation. The results revealed that after overexpressing miR-423-5p, the apoptotic rates significantly increased from 2.25% ± 0.07% to 10.40% ± 0.20% in HCT116-R cells (**Figures 6G, I**), and from 2.05% ± 0.07% to 6.67% ± 0.15% in RKO-R cells (**Figures 6H, J**). Taken together, these results demonstrated that overexpressing miR-423-5p rescued the radiation sensitivity by promoting the radiation-induced apoptosis in HCT116-R and RKO-R cells.

### MiR-423-5p Mediated Radiation-Induced Apoptosis by Regulating the Expression of Apoptosis-Related Proteins

To investigate whether miR-423-5p regulated radiation-induced apoptosis by regulating apoptosis-related proteins, the expression level of pro-apoptosis protein caspase 3, anti-apoptosis protein Bcl-2 and Bcl-xL were evaluated by western blot assay. After knockdown of miR-423-5p, the expression of caspase 3 decreased, whereas Bcl-2 and Bcl-xL expression increased in HCT116 and RKO cells at 48 h after 4 Gy irradiation (**Figure 7A**). In addition, overexpressing miR-423-5p increased the expression of caspase 3 and decreased the expression of Bcl-2 and Bcl-xL in HCT116-R and RKO-R cells at 48 h after 4 Gy irradiation **(** **Figure 7B**).

**Figure 7:**
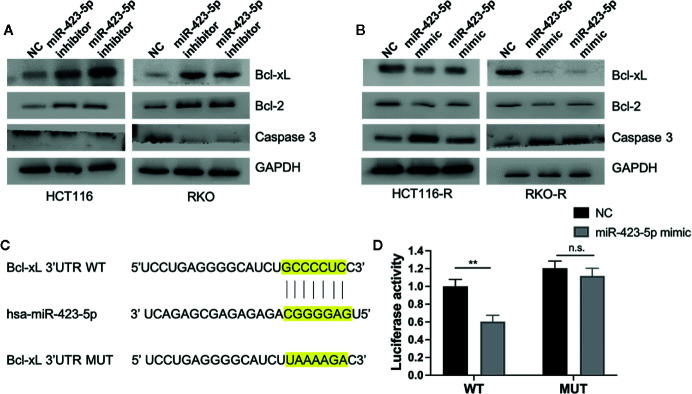
MiR-423-5p mediated radiation-induced apoptosis by regulating the expression of apoptosis-related proteins **(A)** The western blot assay showed that the expression of caspase 3 decreased and the expression of Bcl-2 and Bcl-xL increased in HCT116 and RKO when knockdown of miR-423-5p at 48 h after 4 Gy irradiation. **(B)** The western blot assay revealed that the expression of caspase 3 increased and the expression of Bcl-2 and Bcl-xL decreased in HCT116-R and RKO-R when overexpressing miR-423-5p at 48 h after 4 Gy irradiation. **(C)** Wild type (WT) and mutant (MUT) 3’-UTR binding sites for miR-423-5p are shown. **(D)** The relative luciferase activity was measured in 293T cells co-transfected WT or MUT pGL3-reporter luciferase vector with miR-control or miR-423-5p-control. The results were shown as the mean ± SD for at least three independent experiments. **P < 0.01, n.s. means no significance.

MiRNA-binding predicting tools (Starbase and TargetScan) were used to predict miR-423-5p targeted mRNAs related to apoptosis. We found that Bcl-xL 3’UTR contained a predicted binding site for miR-423-5p. A luciferase reporter assay was performed to confirm whether Bcl-xL mRNA is a direct target of miR-423-5p (**Figures 7C, D**). The wild type 3′UTR fragments of Bcl-xL were cloned into a luciferase reporter vector. Co-transfection with the WT luciferase reporter vector and miR-423-5p mimic into 293T cells resulted in a significant decrease in luciferase activity. While the luciferase activity was restored when co-transfected MUT luciferase reporter vector with miR-423 mimic. These results suggest that Bcl-xL is a direct target of miR-423-5p, and miR-423-5p enhances the radiosensitivity by promoting radiation-induced apoptosis through targeting Bcl-xL.

## Discussion

At present, neoadjuvant chemoradiotherapy (nCRT) combined with TME surgery for local advanced rectal cancer has been performed as a prevalent and standard therapeutic strategy. Nevertheless, the response to neoadjuvant radiotherapy varies greatly from complete response to complete resistance. Radioresistance remains as a major obstacle that always leads to tumor recurrence and poor prognosis (4–7). It is crucial to conduct comprehensive studies to identify the key molecules predisposing radioresistance. In order to elucidate the underlying molecular mechanisms of resistant to radiotherapy, different acquired radioresistant cell models were established, including nasopharyngeal carcinoma cell lines CNE-2 (24), hepatocellular carcinoma cell lines HepG2, cervical adenocarcinoma cell lines Hela (25). In CRC, according to the previous research, HCT116 and RKO cells were proven to be relatively sensitive to irradiation (26, 27). Therefore, the two cell lines were the preferred choice to develop radioresistant colorectal cancer cell models in this study.

In the present research, we established two acquired radioresistant human colorectal cancer cell lines (HCT116-R and RKO-R), which resulted from chronically exposing HCT116 and RKO cell lines to fractioned radiation. Compared with parental colorectal cancer cells (HCT116 and RKO), the key strength of the established cell model is that it originates from the same source, allowing for avoiding potential confounding factors, such as genetic background and inherent radiosensitivity variation (28). HCT116-R and RKO-R cells displayed increased proliferation rates and enhanced colony forming ability following various kinds of single-dose irradiation compared to their parental cell lines, which indicated that they expressed radioresistant phenotypical changes.

Irradiation could trigger apoptosis, and various signaling molecules, such as Bcl-2 family and caspase 3, are involved in regulating apoptosis signaling pathways (29–31). Dysregulation of apoptosis often occurs contributing to radioresistance in tumor cells (32). In this research, we detected that the apoptosis rates decreased in HCT116-R and RKO-R, accompanied with the decreased expression of caspase 3 and increased expression of Bcl-2, when combined with radiotherapy, as compared to their parental cells. This indicates that there is a correlation between resistance to radiotherapy and reduced apoptosis in these acquired radioresistant cell lines. The reduced radiation-induced apoptosis probably contributes to resistance to radiation in the present established HCT116-R and RKO-R cells.

Accumulated evidence has been provided to show that miRNAs have emerged as important functional regulators involved in radiotherapy resistance. In our present research, miRNA sequencing was performed to identify differentially expressed miRNA candidates in our newly established radioresistant human colorectal cancer cells, when compared to their parental colorectal cells. Six miRNAs (miR-7-5p, miR-423-5p, miR-122-5p, miR-3184-3p, miR-3529-3p, and miR-522-3p) were screened as potential candidates. MiR-423-5p was identified as a pivotal miRNA that was the most obviously downregulated miRNA in the acquired radioresistant colorectal cancer cells validated by qRT-PCR, which suggested that miR-423-5p potentially regulated radiosensitivity of these cells. Previous studies have revealed that miR-423-5p participated in carcinogenesis, tumor progression, drug resistance and prognosis in various cancer types. For instance, in lung adenocarcinoma, miR-423-5p can be downregulated by lncRNA LOXL1-AS1 and thereby facilitated tumor progression (33). LncRNA NR2F1-AS1 regulated miR-423-5p/SOX12 to promote proliferation and invasion in papillary thyroid carcinoma (34). In prostate cancer, inhibition of miR-423-5p suppressed tumor progression through targeting GRIM-19 (35). MiR-423-5p functioned as oncogene, contributing to malignant phenotypes and chemoresistance to temozolomide in glioblastomas (36). It was previously reported that the plasma level of miR-423-5p was a potential biomarker for diagnosis of colorectal cancer (37). However, the biological role of miR-423-5p in tumorigenesis and radiosensitivity in terms of CRC remains unclear.

The expression level of miR-423-5p was further investigated in the microarray data of two different independent cohorts from the GEO database (GSE29298 and GSE68204). Consistent with our results in colorectal cancer cells, miR-423-5p expression level was significantly lower in non-responders with TRG 3-5 compared to responders with TRG 1-2, suggesting its potential role in regulating radiosensitivity in CRC. ROC analysis revealed that the AUC values for miR-423-5p were 0.695 (GSE29298) and 0.678 (GSE68204). The results lend a degree of credibility for the predictive value of miR-423-5p in discriminating between radiosensitive and radioresistant CRC patients. However, the overall predictive power of the marker is not high enough. This is mainly due to the low number of clinical samples, or it indicated a strategy to combine miR-423-5p and other biomarkers to obtain a stronger power to predict radioresistant CRC patients. Further stratification analysis based on large sample size should be explored in the future.

We preliminary investigated the potential role of miR-423-5p in radioresistance in colorectal cancer cells. After knockdown of miR-423-5p in relatively radiosensitive cells (HCT116 and RKO), the proliferation rates increased within 48 h after 4 Gy irradiation. Meanwhile, after overexpressing miR-423-5p in the acquired radioresistant cells (HCT116-R and RKO-R), the proliferation rates significantly decreased. In the further investigation, parental colorectal cancer cells exhibited an enhanced colony formation ability after knockdown of miR-423-5p with different doses of radiation, while overexpressing miR-423-5p resensitized the acquired radioresistant colorectal cancer cells, which exhibited decreased colony formation ability. These results demonstrated that knockdown of miR-423-5p in colorectal cancer cells decreased their sensitivity to radiation, and overexpression of miR-423-5p in radioresistant colorectal cancer cells rescued their radiation sensitivity.

Pro-apoptosis and anti-apoptosis signals have been previously shown to be involved in alteration of radiosensitivity of malignant cells (33, 34). It has been reported that miRNAs play a role in the radiosensitivity of cancer cells by regulating radiation-induced apoptosis (32, 35, 36). In the present study, results identified that miR-423-5p could enhance radiation sensitivity of CRC cells by enhancing radiation-induced apoptosis through upregulating caspase 3 expression and downregulating the expression of Bcl-2 and Bcl-xL. MiR-423-5p may be a pro-apoptosis factor in the presence of radiation. Notably, however, Lin et al. (37) reported that inhibition of miR-423-5p suppressed PC3 cell proliferation, promoted PC3 cell apoptosis, and decreased anti-apoptosis protein Bcl-2 expression through targeting GRIM-19. Since it was done in a prostate cancer cell lines, and identified GRIM-19 as a target gene, we think the cell apoptosis-regulating function of miR-423-5p may be tumor type-specific and rely on the downstream target gene.

To determine the potential mechanism of miR-423-5p in radioresistance of CRC, the target gene of miR-423-5p related to apoptosis was predicted using the online miRNA-binding prediction tools (Starbase and TargetScan) and luciferase reporter assay. The results confirmed that Bcl-xL is a direct target gene for miR-423-5p. Bcl-xL, an apoptotic protein, belongs to Bcl-2 protein family. Previous studies have identified that targeting Bcl-xL gene sensitize mesothelioma cells to chemotherapy (38, 39). Genomic alterations in Bcl-xL contribute to drug sensitivity in gastric cancer (40). Targeting Bcl-xL modulates doxorubicin resistance in Osteosarcoma cells by miR-184 (16). A recent study firstly showed that inhibiting Bcl-xL promotes mitochondrial outer membrane permeabilization (MOMP) in response to irradiation and lead to potent radiosensitization of malignant pleural mesothelioma (MPM) cells by Bcl-xL inhibitor A1331852 (41). Therefore, our present research suggested that elevated miR-423-5p expression level directly suppressed the expression of Bcl-xL, which would sensitized CRC cells to radiation therapy.

The limitation of the present research was that our results were based on colorectal cancer cell lines that may not completely reflect the physiological events *in vivo*. Clearly, clinical studies with large sample size should be conducted in the future. Further experiments are required to focus on the effect of miR-423-5p on CRC progression and the potential biological mechanisms involved in resistance to radiotherapy. Notwithstanding these limitations, this is the first report to demonstrate the correlation between the expression level of miR-423-5p and resistance to radiotherapy in colorectal cancer, and this research has firstly identified miR-423-5p as a potential predictive biomarker and therapeutic candidate for radioresistance in colorectal cancer.

In summary, we established two acquired radioresistant CRC cell lines (HCT116-R and RKO-R). The present research demonstrated that miR-423-5p was significantly downregulated in the acquired radioresistant CRC cells and also in pretreatment biopsy tissue samples of radio-therapy resistant patients with rectal cancer. Silencing of miR-423-5p conferred radioresistance and reduced radiation-induced apoptosis in colorectal cancer cells (HCT116 and RKO), while overexpression of miR-423-5p resensitized the acquired radioresistant CRC cells (HCT116-R and RKO-R), and promoted the radiation-induced apoptosis. Bcl-xL is a potential target gene of miR-423-5p and miR-423-5p can be a critical mediator of radiosensitivity in colorectal cancer cells by targeting Bcl-xL. However, further studies are clearly required to elucidate the mechanisms underlying miR-423-5p regulation involved in the radiosensitivity of CRC.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/ accession number: GSE159528.

## Author Contributions

YS, LW, and ZZ performed experiments and statistical analysis. ZQZ, LC, and C-GF participated in writing and revising the manuscript. WG and LD reviewed the main reports and researches. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by Shanghai Health Commission Clinical Research Project (202040303), the National Natural Science Foundation of China (No. 81773275), the Top-level Clinical Discipline Project of Shanghai Pudong (No. PWYgf2018-04), and the Pudong New District Health and Family Planning Commission Youth Science and Technology Project (No. PW2016B-4). The funding sponsor reviewed and approved the study protocol, and the final version of the manuscript. All analytical decisions were made by the authors, and the final version of the manuscript was approved by all authors.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Downregulation of miR-423-5p Contributes to the Radioresistance in Colorectal Cancer Cells
**Source:** Front Oncol. 2021 Jan 11;10:582239. doi: 10.3389/fonc.2020.582239
**Supplement:** Supplementary file 2

Table S1. Primer sequences used in RT-PCR (5' to 3')

| MicroRNA | Primer sequence |
| --- | --- |
| hsa-miR-7-5p | CGGAAGACTAGTGATTTTGTTG |
| hsa-miR-423-5p | TGAGGGGCAGAGAGCGAGACTTT |
| hsa-miR-122-5p | TGGAGTGTGACAATGGTGTTTG |
| hsa-miR-3184-3p | AAAGTCTCGCTCTCTGC |
| hsa-miR-3529-3p | CAAAATCACTAGTCTTCC |
| has-miR-522-3p | GGGCTCTAGAGGGAAGCGC |
| U6 | GCTCGCTTCGGCAGCACATAT |
| UR2 | CTAGATCAGCTGGGCCAAGA |

How the deposited data were processed for this re-analysis (not part of the article)

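Small RNA was sequenced from the parental colorectal cancer cell lines HCT116 and RKO and from the acquired radioresistant lines HCT116-R and RKO-R, with 1 library per line. The groups were taken from the sample labels and the methods, and the doses from the methods. The authors deposited raw counts of reads per mature miRNA for each library, made from size-selected small RNA libraries with unique molecular identifiers. The paper's text and the sample labels do not state the aligner, the release of the miRNA annotation, the use of strand in counting, or whether reads sharing an identifier were collapsed. Each table lists miRNAs with at least 1 count, and a miRNA missing from a table was given 0 counts there. No column of another sample was used.

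Counts of the 4 libraries were joined by miRNA name and scaled by the library total to CPM. Library totals ranged from 6818497 in HCT116-R to 7140460 in RKO. The 95% Wilson confidence intervals of shares and the floor of 3 counts per library cover counting error only, because no line had a replicate. A fold change against a library at or under the floor was computed against the floor and is a lower bound.

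Libraries were compared across miRNAs by Pearson's r on log2(CPM + 1), and clustered by complete linkage on Euclidean distances after scaling per miRNA. Each radioresistant library was tested against its parental library with the exact test of edgeR (version 4.0.16 in R 4.3.3), TMM normalization and a BCV of 0.2, which is the value named in the methods. P-values were adjusted by Benjamini-Hochberg over all miRNAs with at least 1 count in the pair. Standard errors of log2 fold changes were derived from the counts and the assumed BCV. All 4 libraries were also fitted together with edgeR's quasi-likelihood test, with cell line and radioresistance as factors and 1 residual degree of freedom, over the 598 miRNAs that passed edgeR's filter on low counts. In this fit, which is reported only in the closing observations, the spread is estimated from the difference between the cell lines. The overlap of the DEMIs of both pairs was set against 10000 random lists of the same size.

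Alternatives were an unadjusted p, a BCV of 0.1, 0.4 or the value estimated from the 4 libraries, library totals without TMM, the size factors of DESeq2 (version 1.42.0), TMM over all 4 libraries, filters of 1 CPM or 10 counts in at least 1 library, a log2 fold change limit of 1, the likelihood ratio test, and the sum of the antisense miRNAs miR-423-5p and miR-3184-3p and of miR-7-5p and miR-3529-3p. The sum of all antisense pairs of the annotation and the removal of a trend with GC content were added after the data had been seen. The 6 miRNAs named by the paper, the 3 largest rises and falls per pair among DEMIs with at least 100 counts in a library, the 5 miRNAs called in opposite directions that differed most, and 5 miRNAs of the paper's introduction were named by a rule fixed in advance. Other miRNAs were chosen after their values had been seen.

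Hairpins were taken from GENCODE release 29 on GRCh38, and the primers of Table S1 were matched to them base by base. The annotation held 53 pairs of hairpins that overlap on opposite strands, and 25 pairs of miRNAs of different name, 50 miRNAs in all, were listed in the libraries at such positions. The division of counts within a pair was compared between libraries where a pair had at least 20 counts in both, and a shift of at least 3 on the log2 scale was counted. GC content was computed over the arm of the hairpin sequence that the name of the miRNA gives.

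The tests were tried on data simulated at the BCV of 0.2 that the pairwise tests assume. For the fit of all 4 libraries, both lines were given the same changes. The shares of false calls below therefore do not measure reliability at a wider spread, such as the estimated BCV of 0.481. In the HCT116 pair, with 200 of 1236 simulated miRNAs changed, 86.3% of the 146 changes of at least 4-fold were recovered and 2.13% of the calls were false. In the RKO pair, with 1084 simulated miRNAs, 92.7% of 150 such changes were recovered and 1.35% of the calls were false. In the fit of all 4 libraries, with 594 simulated miRNAs, 96.9% of 130 such changes were recovered and 0.714% of the calls were false. Changes of 2-fold were recovered less often, at 22.2% of 54, 14% of 50 and 27.1% of 48. The comparison of divisions found all 100 shifted pairs among 200 simulated pairs. Those shifts were simulated above the threshold and with counting error only, so this outcome shows little about the real libraries. The qRT-PCR, the clinical microarray data and the functional assays of the paper were not analysed here. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.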

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

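The tests in this part were chosen after the results had been seen.

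A total of 11 miRNAs were called in both pairs in opposite directions, and 5 of them differed most. MiR-199a-5p decreased from 256 to 19 counts in the HCT116 pair and increased from 0 to 86 in the RKO pair, a difference in log2 fold change of at least 8.90 when taken against the floor (interaction test at the assumed BCV of 0.2, p adjusted over the 11 miRNAs = 2.0e-26). MiR-1307-5p decreased from 414 to 16 counts and increased from 89 to 932, a difference of 8.37 (adjusted p = 5.5e-30). MiR-214-3p decreased from 39 to 1 and increased from 0 to 14, a difference of at least 6.23 (adjusted p = 2.6e-11), and it has an antisense miRNA in the annotation. MiR-339-5p increased from 17 to 216 and decreased from 696 to 95, a difference of -6.23 (adjusted p = 2.0e-18). MiR-199a-3p decreased from 194 to 32 and increased from 5 to 22, a difference of 5.01 (adjusted p = 2.3e-08), and miR-199b-3p had identical counts. Each direction rests on 1 library per line.

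With the likelihood ratio test, all 11 calls in opposite directions were left, and with the GC trend of the hairpin arms also removed, 10 were left. MiR-199a-3p was lost and miR-199b-3p, with identical counts, was kept, so that loss rests on the GC values of their hairpin arms. The trend was small (Spearman's rho across miRNAs -0.08 in the HCT116 pair and -0.19 in the RKO pair). Its removal left the DEMIs of the HCT116 pair at 65 and lowered those of the RKO pair from 93 to 70. The 10 calls left cannot decide whether GC content was a source. The trend removed was small, and arm GC differed between miRNAs with identical counts. GC content of the mature miRNAs was not tested. With all antisense pairs of the annotation summed, 10 were left, but only 2 of the 11, miR-103a-3p and miR-214-3p, have an antisense partner that the sum could change, and miR-103a-3p was lost. At a BCV of 0.4, 2 were left (miR-199a-5p and miR-1307-5p), and at the BCV of 0.481 estimated from the 4 libraries, in which opposite changes of the lines themselves count as spread, 0 were left. Without TMM, 9 were left. The opposite changes cannot be told apart from a spread between libraries that is wider than assumed. A hypothesis left open is that each line responded to irradiation in its own way, which replicates of each line could test.

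Another candidate explanation for the rise of miR-199a-5p in RKO-R is a small share of HCT116 RNA or reads in that library. The 9 miRNAs with at least 1000 counts in HCT116 and under 1% of that level in RKO were compared between RKO-R and RKO. Their median log2 ratio was 1.18, with 7 of 9 higher in RKO-R and a range from -3.41 to 2.37, against a median of -0.44 for 239 other low-count miRNAs. Their excess in RKO-R over RKO had a median of 0.331% of the HCT116 level and was at most 1.07%. A small share of HCT116 in RKO-R is not ruled out by these miRNAs. The rise of miR-199a-5p would need 33.2% of the HCT116 level, so a share of this size would not account for it. In the other direction there was 1 miRNA to test, miR-155-5p, with a log2 ratio of 3.44 in HCT116-R over HCT116, which cannot settle the question.

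MiR-490-5p stood out because the paper does not report it and 272 counts appeared in HCT116-R. The highest count of miR-490-5p in the other 3 libraries was 0, so reads from another library of the series would not account for it. The other arm, miR-490-3p, had 2 counts in HCT116-R and was examined after its values were seen.

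The miR-302 cluster, on chromosome 4 from 112647874 to 112648557 (GRCh38), is not discussed by the paper and held 1154 counts over 6 miRNAs in HCT116-R (169 CPM). The highest sum in the other 3 libraries was 17, in HCT116 (2.49 CPM), a 67.9-fold difference, and RKO and RKO-R held 0 and 1. In HCT116-R, miR-302a-3p had 486 counts, miR-302b-3p 369, miR-302d-3p 202 and miR-302c-3p 91. Reads carried over from another library of the series would need a library with more of the cluster, and none held as much. In all, 3 miRNAs rose from at most 3 counts in HCT116 to at least 30 in HCT116-R, namely miR-302c-3p, miR-302d-3p and miR-490-5p. Reads from a sample outside the series could bring several such miRNAs at once, and the cluster and miR-490-5p cannot be told apart from that source. That HCT116-R cells express the cluster after irradiation remains a hypothesis, and it was not seen in RKO-R.

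MiR-12136 stood out because its 1200 counts in RKO-R followed 81 in RKO, and the paper does not report it. The highest count in the other 3 libraries was 1064, in HCT116-R, below that of RKO-R, so reads from that library would not account for the level unless they made up most of RKO-R. Its adjusted p in the RKO pair was 0.058 at the estimated BCV. Across the alternatives chosen before the data were examined, that adjusted p ranged from 4.0e-53 to 0.058, so the call depends on the assumed spread. No GC value was found for miR-12136, so GC content was not tested for it.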

How the results depend on the processing

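The alternatives were chosen before the data were examined, apart from the sum of all antisense pairs of the annotation and the removal of the GC trend, which were chosen after seeing the data. Leaving out a replicate was not possible, since each line had 1 library. The causes of the changes below were not tested unless a value is given that shows one.

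The number of DEMIs depended most on the assumed spread and on the adjustment of p. In the HCT116 pair, 53 DEMIs became 149 with an unadjusted p, 154 at a BCV of 0.1, 24 at a BCV of 0.4 and 14 at the estimated BCV. In the RKO pair, 64 became 148, 148, 9 and 5 under the same settings. The other settings of this test, including TMM against DESeq2's size factors and the filters on low counts, gave from 44 to 65 DEMIs in the HCT116 pair and from 54 to 93 in the RKO pair. Without TMM, RKO-R had 74 DEMIs, 20 upregulated and 54 downregulated, so that 27.0% were upregulated in place of 45.3%, and 55 of the 64 DEMIs were kept. TMM shifts the log2 fold changes of all miRNAs by 0.24 in the RKO pair and by -0.02 in the HCT116 pair. The likelihood ratio test gave 65 and 93 DEMIs, and 65 and 70 with the GC trend also removed, where all 53 DEMIs of the HCT116 pair and 53 of the 64 of the RKO pair were kept. A log2 fold change limit of 1 removed no DEMI, so it shows no stability.

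The number of DEMIs shared in the same direction was 5. It became 11 with an unadjusted p and 11 at a BCV of 0.1, and 1 with the 2 antisense pairs summed and 1 with all antisense pairs summed, where miR-122-5p was left. The other settings gave from 4 to 6. Over the alternatives chosen in advance, the log2 fold change of miR-423-5p stayed between -7.80 and -7.74 in the HCT116 pair. In the RKO pair it stayed between -10.07 and -9.83. Both were past the threshold, except where miR-423-5p was summed with miR-3184-3p. The sum changed by -0.59 in the HCT116 pair (adjusted p = 0.75) and by 0.52 in the RKO pair (adjusted p = 0.80), where the direction was reversed. Over the other alternatives the adjusted p of miR-423-5p lay between 9.6e-157 and 3.7e-06 in the HCT116 pair and between 2.7e-165 and 2.3e-08 in the RKO pair. The sum of miR-7-5p and miR-3529-3p changed by 1.61 in the HCT116 pair (adjusted p = 0.00495, against 9.4e-127 to 0.000224 under the other alternatives) and by 0.19 in the RKO pair, which reversed the direction of miR-7-5p in both. For miR-3184-3p in the HCT116 pair, the sum of -0.59 was also a reversal. MiR-374b-5p in the RKO pair moved from 0.03 to -0.20 without TMM and was not called under either. For the other named miRNAs, 37 log2 fold changes under 12 alternatives gave 444 comparisons. Of these, 410 kept direction and call, 23 lost the call, 7 gained it and 4 reversed, which are those given above.

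The quasi-likelihood fit of all 4 libraries called 4 miRNAs, and DESeq2 called the same 4. Without TMM it called 2, without the filter on low counts 11, with an unadjusted p 10 and with the BCV fixed at 0.2 it called 39. Without the cell line as a block it called 0, with 4 at an unadjusted p under 0.05, and with the antisense pairs summed it called 0, also with 4 at an unadjusted p under 0.05. The correlations within the cell lines were higher than those between them under all 3 alternatives, and 1474 detected miRNAs became 713 with a minimum of 10 counts.

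Depth limits the low miRNAs. MiR-522-3p had 1 count in HCT116 and miR-490-5p none, so their folds are lower bounds. MiR-522-3p in the RKO pair had an adjusted p of 0.053, and over the alternatives chosen in advance it ranged from 0.00178 to 1.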

Differences from the paper's values

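The paper reports a decrease of miR-423-5p by qRT-PCR of approximately 3-fold in HCT116-R and 2.7-fold in RKO-R. In the sequencing counts the decrease was 221-fold in HCT116-R and 913-fold in RKO-R. The qRT-PCR values are relative to U6 and the counts are relative to library totals scaled by TMM. None of the alternatives set before the data were examined closed the gap. The folds ranged from 214 to 223 in HCT116-R and from 909 to 1075 in RKO-R, apart from the sum with miR-3184-3p, under which the decrease was 1.50-fold in HCT116-R and the ratio of RKO over RKO-R was 0.696, an increase.

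The paper calls miR-522-3p in both pairs. Here it was called in HCT116-R, and in RKO-R its adjusted p was 0.0534. It passed in RKO-R with an unadjusted p, at a BCV of 0.1 (adjusted p = 0.00178), with a filter of 1 CPM (0.0250) or of 10 counts (0.0249) in at least 1 library of the pair, and with the likelihood ratio test (0.0322). For the numbers of DEMIs, the paper's values are 59 in HCT116-R (35 upregulated, 24 downregulated), 80 in RKO-R (33 upregulated, 47 downregulated) and 6 shared DEMIs (3 upregulated, 3 downregulated), against 53, 64 and 5 here. With the filter of at least 1 CPM in at least 1 library of the pair, set before the data were examined, 734 and 596 miRNAs were tested and every one of these numbers was the paper's. The filter of 10 counts and the likelihood ratio test also gave 6 shared DEMIs with the paper's split, the filter of 10 counts gave the paper's 35 upregulated DEMIs in HCT116-R, and the paper's 3 shared downregulated DEMIs were also found in the main setting, without TMM, with DESeq2's size factors, with TMM over all 4 libraries and with the fold change limit. The heat map of the paper holds 1559 miRNAs, and 1474 had at least 1 count here.

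The paper states that miR-423-5p was the most downregulated of its miRNAs by qRT-PCR. In the sequencing counts of HCT116-R it fell the most of the 6 miRNAs, and in RKO-R miR-7-5p fell further, with a log2 fold change of -10.05 against -9.83. In Fig. 4A the paper shows no change of miR-122-5p in HCT116-R, and in Fig. 4B a rise to about 3 times the level of RKO, read by eye. The sequencing counts gave log2 fold changes of miR-122-5p of -3.19 and -2.31.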

Other observations

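The sums of the antisense pairs of miR-423-5p and miR-7-5p were set out in advance, and the other tests of this part were chosen after the results had been seen.

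In both radioresistant lines, 2 antisense pairs traded places. A candidate explanation is that reads of one locus were counted under either of the antisense names in a way that differed between libraries. If so, the sum of a pair should change far less than either miRNA and should not be called. The sum of miR-423-5p and miR-3184-3p changed by -0.59 on the log2 scale in the HCT116 pair and by 0.52 in the RKO pair, as this explanation predicts. The sum of miR-7-5p and miR-3529-3p changed by 0.19 in the RKO pair and by -0.04 when set relative to library totals without TMM, as predicted. In the HCT116 pair it rose by 1.61 and was called (adjusted p = 0.00495 from the edgeR exact test). There, this explanation cannot be told apart from a rise at the loci of these miRNAs. An alternative is that less of the hairpins was made. MiR-423-3p, the other arm of the MIR423 hairpin, changed by -0.24 and -0.079, and miR-7-1-3p, the other arm of the MIR7-1 hairpin, changed by -0.18 and 0.20, so the loss was not shared by these arms.

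The same explanation predicts that other antisense pairs also shift. Among the antisense pairs other than those of miR-423-5p and miR-7-5p with at least 20 counts in both libraries, 3 of 12 (25.0%) shifted their division by at least 8-fold in the HCT116 pair and 2 of 9 (22.2%) in the RKO pair. The 5p and 3p arms of one hairpin did so in 11 of 236 cases (4.66%) and 11 of 184 cases (5.98%). The pairs that shifted were miR-374b-5p and miR-374c-3p, miR-3622a-5p and miR-3622b-3p, and miR-642a-3p and miR-642b-5p in the HCT116 pair, and miR-103a-3p and miR-103b, and miR-550a-5p and miR-550b-3p in the RKO pair. MiR-103a-3p went from 12.6% to 91.9% of its sum with miR-103b in the RKO pair, while the sum was 7940 and 8623 counts. A switch of strand for a whole library should shift most pairs, yet 9 pairs in HCT116 and 7 in RKO shifted by less than 8-fold. Some of these moved in part, such as miR-3065-3p, which went from 75.0% to 90.5% of its sum with miR-338-5p in the HCT116 pair. Others hardly moved, such as miR-24-3p and miR-3074-5p, where miR-24-3p held 67.6% and 74.7% in the HCT116 pair and 74.8% and 74.5% in the RKO pair. Processing of the opposite strand in the cells should also raise the other arm of the opposite hairpin and lower that of the first. MiR-3184-5p had 1 count in HCT116-R and 0 in RKO-R, and miR-423-3p kept 95110 and 80389 counts, which goes against it for miR-423-5p. MiR-374b-5p fell in the HCT116 pair while miR-374b-3p held 99.5% and 99.3% of its sum with miR-374c-5p. These arms go equally against names that varied for all reads of a locus, so that explanation is left only for names that varied for one arm and not the other, which was not tested. MiR-3529-5p had 2 counts in HCT116-R and 0 in RKO-R, beside 524339 and 346251 of miR-3529-3p. MiR-7-2-3p had only 8 in HCT116 and 2 in RKO, so the arms of MIR7-2 and MIR3529 are too few to decide. MiR-7-5p can also come from MIR7-1. The other arm of MIR7-1, miR-7-1-3p, had 6468 and 5781 counts in the HCT116 pair and 3433 and 3234 in the RKO pair. This goes against processing of the opposite strand for miR-7-5p made from MIR7-1. The share of miR-7-5p made from each hairpin was not tested, so for the part from MIR7-2 such processing is left open. The mapped reads were not analysed here.

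In the quasi-likelihood fit of all 4 libraries, 4 of 598 miRNAs changed alike in both lines, and they were the members of the 2 antisense pairs. The log2 fold changes were 8.91 for miR-3529-3p (adjusted p = 0.0013), 8.37 for miR-3184-3p (adjusted p = 0.00144), -8.75 for miR-423-5p (adjusted p = 0.00441) and -8.14 for miR-7-5p (adjusted p = 0.0488). A further 6 had an unadjusted p under 0.05, making 10. MiR-122-5p changed by -2.80 (adjusted p = 0.37) and miR-522-3p by 2.70 (adjusted p = 0.9985), each in the direction seen in both pairs. The calls of miR-423-5p and miR-7-5p in this fit were lost without TMM.

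The changes were also compared between the lines over all miRNAs. Across 643 miRNAs, which are not independent replicates, Pearson's r between the log2 fold changes of the HCT116 pair and those of the RKO pair was -0.02 and Spearman's rho was -0.16. Without the 4 antisense miRNAs, across 639 miRNAs, they were -0.23 and -0.18.

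The introduction of the paper names miRNAs linked to radiation response in other cancers. None was called in either pair. In the fit of all 4 libraries the log2 fold change was 0.20 for let-7g-5p, 0.58 for miR-9-5p, 0.32 for miR-181a-5p, -0.29 for miR-17-5p and -0.10 for miR-191-5p. The largest change in a single pair was that of miR-9-5p in the RKO pair, from 17 to 41 counts. Its log2 fold change was 1.55 (adjusted p = 0.11 from the edgeR exact test). MiR-9-5p is also among the HCT116 miRNAs compared above for a small share of HCT116 in RKO-R, which was not ruled out.

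MiR-522-3p belongs to a cluster on chromosome 19 from 53666679 to 53761222 (GRCh38), of which 20 miRNAs were listed, and which was examined after its values were seen. Their summed counts were 3 in HCT116, 61 in HCT116-R, 29 in RKO and 118 in RKO-R, at least 20.3-fold higher in HCT116-R and 4.203-fold higher in RKO-R. Several members had identical counts, and whether reads were counted under more than 1 name was not tested. With each set of identical counts taken once, 11 members were left, and the sums were 3, 46, 29 and 93, at least 15.3-fold higher in HCT116-R and 3.31-fold higher in RKO-R. In the same order, miR-522-3p itself held 1, 29, 17 and 47 counts of either sum. The folds of the cluster are therefore not independent of its rise. The neighbouring cluster of miR-371 to miR-373 had 21 counts in HCT116-R and none in the other 3 libraries.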
